A study of Zea mays with 15 samples. Its data were reported in "The DNA binding landscape of the maize AUXIN RESPONSE FACTOR family" (2018).

How the data were processed

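DAP-seq measures where a purified transcription factor binds naked genomic DNA in vitro. Sheared and adapter-ligated genomic DNA is incubated with a tagged protein on beads, unbound DNA is washed away, and the retained fragments are sequenced. Here the DNA came from young ears of the maize inbred B73, and the proteins were AUXIN RESPONSE FACTORS (ARFs) fused to glutathione S-transferase (GST) and purified from bacteria. The series held 15 samples. There were 14 ARF libraries, 1 per ARF, and 1 negative control library made with a GST-HALO protein from a wheat germ expression system, so the control protein came from another source than the ARFs. Only the peak lists of the 14 ARFs were analysed. The control entered through the authors' peak calling.

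The authors trimmed reads with trimmomatic, mapped them with bowtie2 to the nuclear chromosomes of B73 RefGen version 3, and kept reads with a mapping quality above 30. This filter lowers the coverage of repeated sequence, so binding sites inside near-identical repeats are under-represented in every list. The authors then called peaks for each ARF separately with GEM version 2.5, which looks for enriched k-mers of 6 to 20 bases and uses them to place each binding event. The GST-HALO library was the background for all 14 calls, and the false discovery limit was 1e-05. The study also describes a set of regions with peaks in all of its samples and in the control, which was left out of part of its analyses, the pairwise overlaps included. The names of the deposited lists carry a mark that may stand for this removal, but the labels do not state it. No further region was removed here. If the lists still hold these regions, sites with a peak of all 14 ARFs can include some of them. Per the labels, the ARF34 library was reduced to 15 M mapped reads and the ARF27 library to 20 M before calling, where M is 1e6. For the other libraries the study's main text gives only a range of reads per sample. The depth behind each list is therefore not known here, and list size can move with depth.

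Each deposited list gives a position, a signal, a p-value and a q-value per peak. The deposited signal is GEM's read depth assigned to the peak, and the authors did not scale this signal between libraries, so signals were compared only within a list or by rank, and a median signal describes its own list. The deposited p-values and q-values are on the −log10 scale and stop at a ceiling of 999. The smallest −log10 q in any list was 5, the authors' limit. The deposited display score, which stops at 1000, was not used. Every peak was 201 bp wide with its summit at the centre, so the overlap of any pair of peaks is fixed by the distance between their summits. Coordinates are those of B73 RefGen version 3 and are given 1-based.

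Peaks of different lists were called shared where at least 50% of each peak overlapped the other, the rule in the study's methods. For peaks of 201 bp this is a summit distance of at most 100 bp. Pairwise shares used the smaller list as denominator, also as in the study. The chance level of each pairwise share was taken by moving the smaller list by 10 kb. Merged sites were made by joining all 14 lists and merging peaks that overlapped by at least 1 bp. Lists were clustered by average linkage on 1 minus the pairwise share. Signals at shared peaks were compared by Spearman correlation across peaks. Peak position was measured as the share of summits in the outer 20% of the chromosomes (10% at each end), with the chromosome span taken from 1 to the largest peak end in any list. Shares have 95% Wilson binomial intervals. These cover counting error over peaks only. Fragments were amplified by PCR without molecular identifiers, and neighbouring peaks are not independent, so the intervals do not describe the variation a second library would show.

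Each ARF had 1 library among those used here, and the study's own comparisons of technical repeats were not used here. No test between ARFs was therefore made, and each difference is a difference between lists. The relation between list size and single-list peaks across the 14 ARFs was tested by permutation with 100000 resamples, two-sided, for Pearson's r and Spearman's rho. The groups were the ARFs named in the labels. The labels do not place the ARFs in clades, and no average or test by clade was made. The overlaps were computed with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 in Python 3.11.15. They were checked against bedtools 2.31.1 in 12 comparisons and differed by 0 peaks. In simulated lists of the sizes of ARF10 and ARF16, which held 75620 peaks and a set share of 30%, a share of 30.0% was recovered. The simulated peaks were widely spaced and common peaks lay only a few bases apart. This checked the arithmetic only, not lists with close peaks or spread summit distances.

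The alternatives were overlap by at least 1 bp, 90% reciprocal overlap, peaks with a −log10 q of at least 10, equal list sizes (the 7520 peaks of highest signal in each list, the size of the smallest list), merging only with an overlap of at least 100 bp, and the outer 40% of the chromosomes. These, and the comparisons above, were chosen before the data were examined. The combinations of ARFs at merged sites, the quintiles of signal, the distances between summits, the close peaks within a list, the signal ranks of sites of all 14 ARFs and the shares with a common denominator were added after the lists had been seen. The rule for the named sites was also fixed then. It took the 5 sites with a peak of all 14 ARFs that had the highest mean rank of signal within the lists, with the strongest peak of each list at the site. The genome sequence and gene annotation of B73 RefGen version 3 were not used here, so TGTC motif counts, motif spacing, signal by motif count and distance to genes were not analysed. A gene table of another assembly (NAM version 5.0) was used only to look up the ARF gene identifiers in the labels. It held 7 of the 14.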

Results

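Genome-wide binding of 14 maize ARFs was profiled by DAP-seq on B73 genomic DNA, with 1 library and 1 peak list per ARF. The ARFs were ARF4 (GRMZM2G034840), ARF7 (GRMZM2G475263), ARF10 (GRMZM2G338259), ARF13 (GRMZM2G378580), ARF14 (GRMZM2G137413), ARF16 (GRMZM2G028980), ARF18 (GRMZM2G035405), ARF25 (GRMZM2G116557), ARF27 (GRMZM2G160005), ARF29 (GRMZM2G086949), ARF34 (GRMZM2G081158), ARF35 (GRMZM2G317900), ARF36 (GRMZM2G702026) and ARF39 (GRMZM2G017187). ARFs are plant transcription factors that act in the response to the hormone auxin. The study asked whether individual family members select different binding sites. Because the lists used here include no replicate library, intervals below are 95% Wilson intervals over peaks.

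The 14 lists held 386300 peaks. ARF34 had the longest list with 74603 peaks, although its library had been reduced to 15 M reads, followed by ARF16 with 42091, ARF25 with 38272 and ARF10 with 33529. Lists of intermediate size came from ARF27 (30665 peaks, from a library reduced to 20 M reads), ARF7 (29361), ARF4 (28671), ARF14 (28072) and ARF36 (21647). The shortest lists were those of ARF13 (18340), ARF29 (14157), ARF39 (10174), ARF35 (9198) and ARF18 (7520). The median list size was 28371.5 peaks. It was 11378.5 when a −log10 q of at least 10 was required. The median signal of a list, which is not scaled between libraries, lay between 41.4 reads (ARF7) and 61.0 reads (ARF35). Some peaks lay close to another peak of the same list. Peaks that overlapped a neighbour in their own list made up 16.6% of the ARF16 list (16.3 to 17.0%) and 14.3% of the ARF34 list (14.1 to 14.6%), but 1.52% of the ARF13 list (1.35 to 1.70%).

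To count binding sites across the family, overlapping peaks of all lists were merged, which gave 124379 sites. Of these, 50430 sites (40.5%, 40.3 to 40.8%) held a peak of a single ARF, and 73949 (59.5%) held peaks of 2 or more. ARF34 accounted for 46.1% of the single-ARF sites and ARF7 for 15.7%. The number of sites fell as the number of ARFs rose, from 23959 sites with 2 ARFs to 5376 with 7, and then dropped to 2388 with 8. At the upper end, 542 sites (0.436%, 0.401 to 0.474%) held a peak of all 14 ARFs. The total moved most with equal list sizes, where 31233 sites remained and 36.3% of them held a single ARF.

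**Figure D1:**
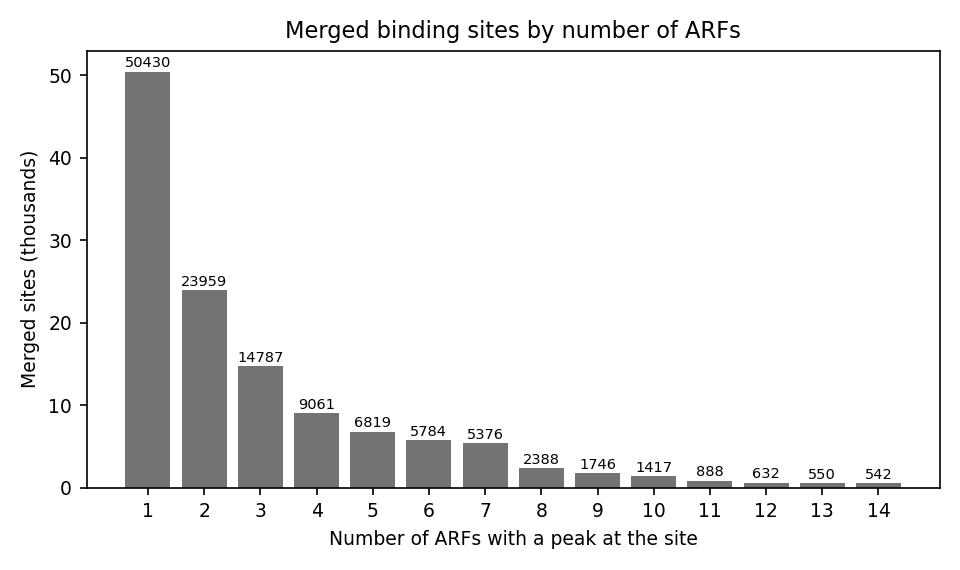
Number of merged sites, in units of 1000 sites, plotted against the number of ARFs with a peak at the site, with the count of sites above each bar. The counts fell from 50430 sites with 1 ARF to 542 sites with 14, with a step from 5376 sites at 7 ARFs to 2388 at 8.

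The sites with 7 ARFs were dominated by a pair of combinations. The set ARF7, ARF10, ARF13, ARF14, ARF25, ARF36 and ARF39 made up 2296 of the 5376 sites (42.7%, 41.4 to 44.0%). Its complement, ARF4, ARF16, ARF18, ARF27, ARF29, ARF34 and ARF35, made up 1228 (22.8%, 21.7 to 24.0%). The next most frequent combination made up 144 sites (2.68%). Among sites with 2 ARFs, the most frequent combination was ARF16 with ARF34 (8966 of 23959 sites, 37.4%, 36.8 to 38.0%), followed by ARF10 with ARF25 (3118 sites, 13.01%) and ARF7 with ARF14 (2001 sites, 8.35%).

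The sites bound by all ARFs were also strong sites in the separate lists. Signal rank within a list was put on a scale from 0 to 100, and the strongest peak of each list at a site was taken. The median rank of these strongest peaks ranged from 64.2 in ARF13 to 97.1 in ARF34. A site can hold several peaks of a list, which raises these ranks. The site with the highest mean rank was on chromosome 7, from 172406139 to 172406356, with a mean rank of 99.8 over the 14 lists. The others of the top 5 were on chromosome 1 (203882736 to 203883141), chromosome 8 (118571079 to 118571365) and chromosome 5 (116422204 to 116422451, and 196227554 to 196227861). Their mean ranks lay between 98.9 and 99.7. Gene features at these positions were not analysed here, nor was binding of the GST-HALO control.

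How far each ARF had sites of its own was measured by matching its peaks to those of all other lists. The share with a match ranged from 67.1% in ARF34 (66.8 to 67.5%) to 99.5% in ARF39 (99.4 to 99.7%), with a median of 94.4% over the 14 ARFs. ARF34 rose to 85.9% with equal list sizes, and ARF7 was then the lowest list at 70.2%. With all peaks ARF7 had the second lowest share at 72.0% (71.5 to 72.5%), then ARF25 at 85.0% (84.6 to 85.3%) and ARF4 at 86.6% (86.2 to 87.0%). With 90% reciprocal overlap the median was 84.8%. Peaks seen in no other list were more frequent among weak peaks. In ARF34 they made up 56.3% of the weakest quintile of peaks by signal (55.5 to 57.1%) and 4.48% of the strongest (4.16 to 4.82%). In ARF7 the shares were 45.1% (43.8 to 46.4%) and 5.99% (5.42 to 6.63%), and in ARF25 they were 39.9% (38.8 to 40.97%) and 0.0653% (0.0279 to 0.153%). The strongest quintile of ARF13 held 0 such peaks, with an upper limit of 0.105% by the Wilson interval.

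**Figure D2:**
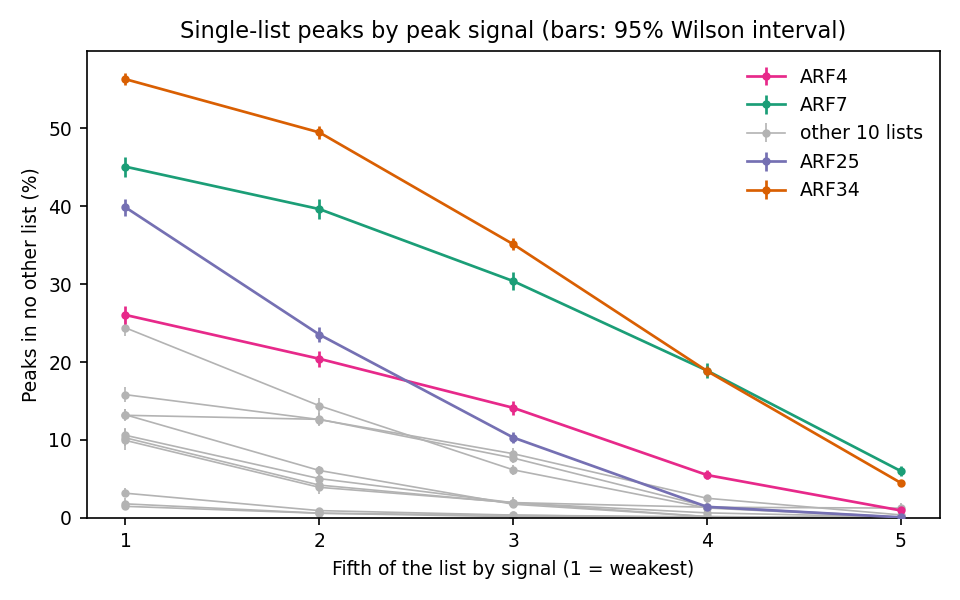
Percentage of peaks found in no other list, for each quintile of a list by signal from weakest to strongest. Each line is 1 list, with 95% Wilson intervals over peaks, and the 4 lists with the highest shares are coloured. The ARF34 line falls from 56.3% to 4.48%.

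Longer lists tended to have a larger share of peaks seen in no other list. Across the 14 ARFs, Pearson's r between list size and this share was 0.77 (permutation test, p = 0.0048) and Spearman's rho was 0.77 (permutation test, p = 0.0024). Both had a Benjamini-Hochberg adjusted p of 0.0048 over the 2 coefficients. Part of the relation can be built into the measure, since a longer list can reach peaks that shorter lists do not reach. Each share is also computed from the other lists, so the 14 values are not independent and the permutation p-values are only approximate. Without ARF34 and ARF18, the lists farthest from the median size, r was 0.46 (permutation test, p = 0.12) and rho was 0.64 (permutation test, p = 0.027, adjusted p = 0.054), so the linear relation rests on those lists.

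The overlap between individual ARFs was next quantified for all 91 pairs. The share of the smaller list that was also in the larger one had a median of 38.6% and ranged from 16.5% (ARF7 with ARF27) to 98.2% (ARF18 with ARF34). After the smaller list was moved by 10 kb, the share ranged from 0.0532% to 0.959%. Every pair thus shared more peaks than the moved lists did. With equal list sizes the median fell to 19.1%, and the range was 8.11% to 83.3%.

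Clustering on these shares split the lists into 2 branches of 7. One branch held ARF4, ARF29, ARF16, ARF18, ARF34, ARF27 and ARF35, and the other held ARF7, ARF10, ARF13, ARF25, ARF36, ARF14 and ARF39. The branches joined at a mean share of 26.6%, whereas the join below it, of ARF7 with the other members of its branch, was at 58.9%. With equal list sizes the branches joined at 12.9%. The join below it was then of ARF4 and ARF29 with the other members of their branch, at 48.8%, and all 14 lists stayed on the same branch. The single lists that joined each other directly were ARF18 with ARF34 (98.2%), ARF13 with ARF25 (95.6%), ARF27 with ARF35 (91.7%), ARF14 with ARF39 (91.2%) and ARF4 with ARF29 (82.9%). The highest share across the branches was 57.7% (56.8 to 58.7%), for ARF34 with ARF39. This value rested on the length of the ARF34 list, since it was 19.1% (18.3 to 20.1%) with equal list sizes.

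**Figure D3:**
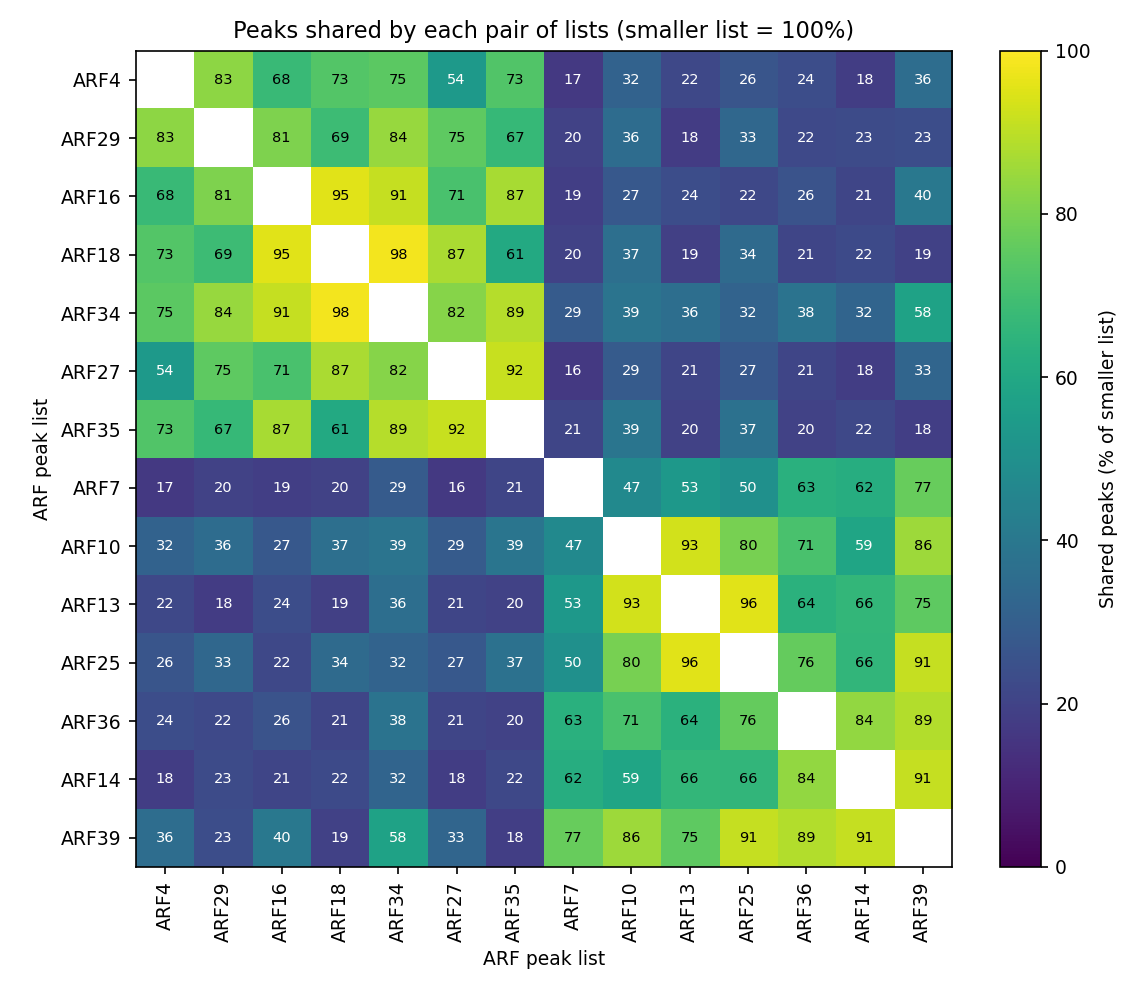
Percentage of peaks shared by each pair of lists, with the smaller list as denominator and the lists in the order of the clustering. The colour scale runs from 0 to 100% and each cell prints its percentage. The blocks of 7 lists at the upper left and lower right hold the high values, and ARF34 with ARF39 is the highest value outside them at 57.7%.

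The study also compared close and more distant relatives. ARF29 shared 82.9% of its peaks with ARF4 (82.3 to 83.5%), and ARF4 shared 68.0% of its peaks with ARF16 (67.4 to 68.5%), a difference of 14.9 percentage points (14.1 to 15.8). The denominators of these shares differ, because the smaller list is ARF29 in the first and ARF4 in the second. With ARF4 peaks as the denominator of both, the shares were 41.9% for ARF29 and 68.0% for ARF16, and the direction was reversed. With equal list sizes they were 59.7% (58.6 to 60.8%) and 51.0% (49.9 to 52.1%). With a −log10 q of at least 10 and the smaller list as denominator, the difference was −0.067 points. Likewise, ARF36 shared 84.0% of its peaks with ARF14 (83.5 to 84.4%), against 66.0% of ARF14 peaks with ARF25 (65.4 to 66.6%), a difference of 17.96 points (17.2 to 18.7). With ARF14 peaks as the denominator of both, the shares were 66.2% (65.7 to 66.8%) and 66.0% (65.4 to 66.6%), which differed by less than their intervals. With equal list sizes they were 79.3% (78.3 to 80.2%) and 64.5% (63.4 to 65.6%). Within single lists the order of partners was not the same throughout. ARF39 shared 91.2% of its peaks with ARF14 (90.7 to 91.8%) and 91.4% with ARF25 (90.8 to 91.9%), which were within each other's intervals. At equal list sizes the first share was 71.4% (70.4 to 72.4%) and the second 66.4% (65.3 to 67.5%). ARF29 shared 84.4% with ARF34 (83.8 to 85.0%), more than its 82.9% with ARF4, whereas with equal list sizes it shared 44.7% with ARF34 and 59.7% with ARF4.

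ARF16 and ARF10, which have long lists and lie on different branches, were examined as a pair. Of the 33529 ARF10 peaks, 9213 (27.5%, 27.0 to 28.0%) were shared with ARF16, and of the 42091 ARF16 peaks, 10346 (24.6%, 24.2 to 25.0%) were shared with ARF10. The counts differ because several peaks of one list can overlap the same peak of the other. Shared peaks were stronger than unshared ones within each list. Their median signal was 81 against 51 reads in ARF16 and 51 against 42.4 reads in ARF10. Shared ARF10 peaks were also found in a median of 7 of the other 12 lists, and unshared ARF10 peaks in 3. For ARF16 these numbers were 7 and 2. Of the ARF10 peaks not shared with ARF16, 9.66% (9.30 to 10.04%) were in none of the other 12 lists, against 5.63% (5.38 to 5.89%) of the ARF16 peaks not shared with ARF10.

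Peak signals at shared sites were correlated across peaks to an extent that depended on the pair. The median Spearman rho over the 91 pairs was 0.27. It ranged from 0.09 for ARF18 with ARF39 to 0.89 for ARF10 with ARF13. The median was 0.18 with equal list sizes, and 27 of the 91 pairs had a rho below 0, down to −0.16 for ARF13 with ARF18. For ARF10 with ARF16 rho was 0.16 with all peaks and −0.06 with equal list sizes. These are correlations across peaks, which are not independent replicates.

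Summits of shared peaks often lay an exact number of bases apart. In ARF29 with ARF4, 64.6% of 11737 shared peaks (63.7 to 65.4%) had summits exactly 4 bp apart, with 3805 in one direction and 3772 in the other. In ARF13 with ARF10, 65.0% of 17097 shared peaks (64.2 to 65.7%) had summits 1 bp apart. In ARF18 with ARF16, 60.1% of 7176 shared peaks (59.0 to 61.2%) had the same summit base. In ARF10 with ARF16, the most frequent distance was 6 bp and held 12.9% of 9213 shared peaks (12.3 to 13.6%). Over the 91 pairs, the share of shared peaks at the most frequent distance had a median of 29.6% and ranged from 5.22% (ARF14 with ARF27) to 70.5% (ARF16 with ARF34).

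**Figure D4:**
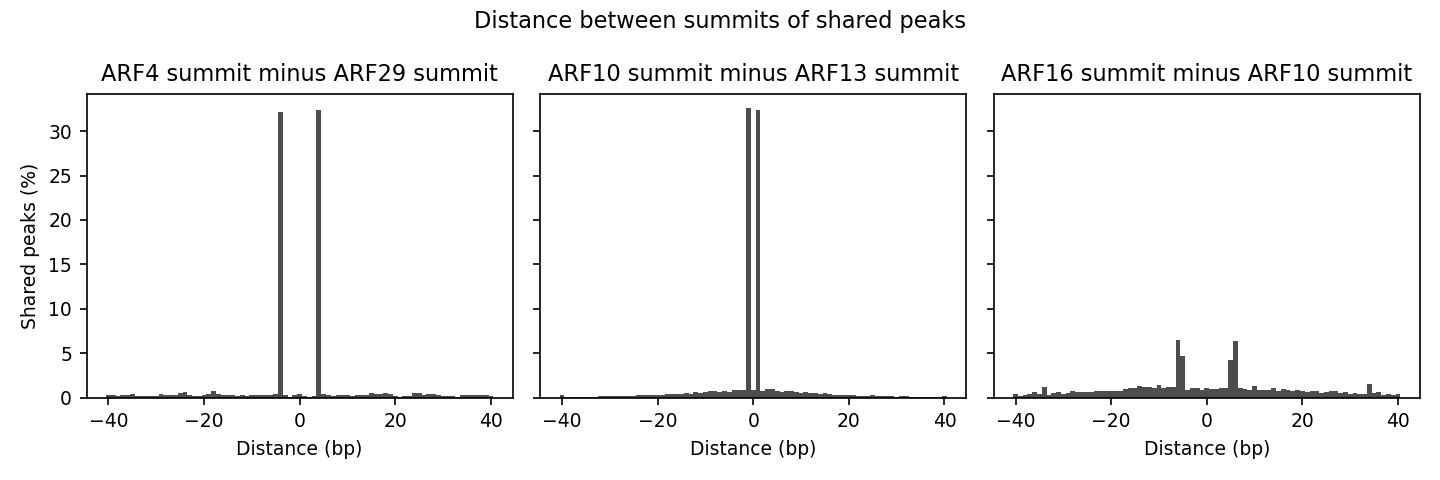
Signed distance in bp between the summits of shared peaks, as a percentage of the shared peaks of each pair, for ARF29 with ARF4, ARF13 with ARF10, and ARF10 with ARF16. The first pair peaks at 4 bp in both directions and the second at 1 bp, while the third is spread out with smaller maxima at 5 and 6 bp.

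Peak position along the chromosomes was measured because gene density in maize rises toward the chromosome ends. The outer 20% of the chromosomes held a median of 24.6% of summits over the 14 lists. The share was highest in ARF35 (32.9%, 32.0 to 33.9%) and ARF27 (30.4%, 29.9 to 30.9%), and lowest in ARF7 (20.9%, 20.4 to 21.4%) and ARF14 (21.5%, 21.0 to 21.9%). Every list was above 20%, the share of the span, with the deposited lists. With equal list sizes ARF13 (19.1%), ARF14 (19.8%) and ARF10 (19.9%) were below it. ARF36 was then at 20.1% and ARF7 at 20.2%, while ARF35 was at 33.9% and ARF27 at 33.8%. No intervals are given for the shares at equal list sizes, so lists this near 20% are not set apart from it. Peaks shared by ARF10 and ARF16 were in the outer 20% in 28.4% of cases (27.5 to 29.4%, ARF10 peaks), against 22.2% (21.7 to 22.7%) of the ARF10 peaks and 25.6% (25.2 to 26.1%) of the ARF16 peaks that were not shared. The share of the genome in which reads could be mapped uniquely was not known by position, so no chance level beyond the span can be given.

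**Figure D5:**
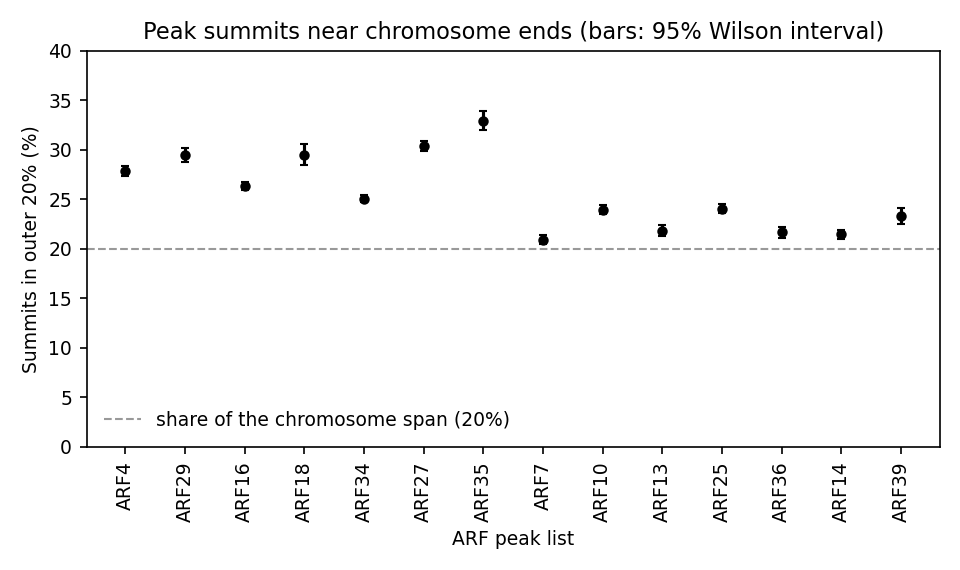
Percentage of peak summits in the outer 20% of the chromosomes for each list, in the order of the clustering, with 95% Wilson intervals over peaks. The dashed line is the 20% share of the chromosome span, and the lists run from 20.9% in ARF7 to 32.9% in ARF35.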

Values the study reported

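The study reported 124,530 ARF binding sites in total. It reported that between 67 and 99% of the peaks of an individual ARF were found in at least one other ARF dataset. It reported 10–30 M reads for each sample. For ARF4, it reported a shared percentage of 83% with ARF29 and of 68% with ARF16.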

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

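The alternatives that left out one list, changed the denominator of a pair, changed the linkage or compared signals at equal list sizes were added after the data were seen, and the others were fixed before. The split of the 14 lists into 2 branches did not change under overlap by at least 1 bp, 90% reciprocal overlap, a −log10 q of at least 10, equal list sizes or complete linkage: all 14 lists kept their branch in each. Spearman's rho between list size and single-list peaks was 0.77 to 0.81 over the 14 ARFs under overlap by at least 1 bp, 90% reciprocal overlap and a −log10 q of at least 10, with a permutation p from 0.00096 to 0.0024. Pearson's r was not recomputed for these. Without ARF34 and ARF18, the adjusted p was 0.054 for rho and 0.12 for r (permutation tests), so neither passed 0.05 after adjustment without those lists. The relation could not be computed for equal list sizes, which leave no variation in size.

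The overlap rule moved most shares. With peaks overlapping by at least 1 bp, the median share of peaks found in another list was 94.8%, the median pairwise share was 40.1%, and ARF10 shared 28.5% of its peaks with ARF16. With 90% reciprocal overlap, which allows summits at most 20 bp apart, these were 84.8%, 24.8% and 16.5%, and the differences between close and distant relatives were 11.8 points (ARF4) and 16.8 points (ARF14). The median rho of signals at shared peaks was 0.29 under that rule.

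With a −log10 q of at least 10, the median list fell to 11378.5 peaks. Then 64617 merged sites remained, 42.4% of them with a single ARF and 154 with all 14. The median pairwise share was 35.1%, ARF10 shared 24.0% with ARF16, and the ARF14 difference rose to 26.4 points. The ARF4 difference vanished at −0.067 points, a formal change of sign. The cause was not tested.

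With equal list sizes, 31233 merged sites remained, 36.3% of them with a single ARF and 133 with all 14. The median share of peaks found in another list was 91.7%, the median pairwise share was 19.1%, and ARF10 shared 13.9% with ARF16. The ARF4 and ARF14 differences were 8.68 and 14.7 points. ARF34 rose to 85.9% of peaks found in another list while ARF7 was at 70.2%. The median rho of signals fell to 0.18, and 27 of the 91 pairs had a rho below 0. Keeping only the strongest peaks narrows the range of signals by construction, so these rho values are not estimates of the same quantity. The median share of summits in the outer 20% of the chromosomes was 25.7%. ARF13, ARF14 and ARF10 came to lie below the 20% share of the span, at 19.1%, 19.8% and 19.9%. ARF36 and ARF7 were just above it, at 20.1% and 20.2%. No intervals are given for these shares, so lists this near 20% are not set apart from it. With the outer 40% of the chromosomes, the median was 46.0%.

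Merging only peaks that overlapped by at least 100 bp gave 41.4% single-ARF sites. Without the ARF34 list, which held 46.1% of the single-ARF sites, 101173 sites remained, and 40.02% of them held a single ARF. Without ARF18, the shortest list, 741 sites held every ARF. With the larger list as denominator, the median pairwise share was 19.1%. The comparison of ARF4 with its relatives depended on the denominator and on the q filter, while it kept its direction at equal list sizes. With ARF4 peaks as denominator of both shares, the difference was −26.1 points, because the ARF29 list holds 14157 peaks and the ARF16 list 42091. With ARF14 peaks as denominator, the ARF14 difference was 0.23 points.

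Apart from the outer 40%, which raises every share of summits by construction, 78 other values were recomputed (shares and positions of single lists, and the lowest and highest pairwise share), and 69 of them moved by more than their binomial interval. These intervals are narrow because they count peaks. No paired analysis was possible because each ARF has 1 library. For the same reason no replicate was left out. Alternative settings for TGTC counts, longer motifs, motif spacing, signal by motif count and distance to genes were not run, since the genome sequence and annotation of the peaks' build were not used here.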

Other observations

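Of the tests below, those of list size, of weak peaks, of offset directions and of offsets in the strongest peaks had their outcomes set down before they were run, and those of the shared control and of neighbouring peaks were chosen after their values had been seen. ARF34 and ARF7 were picked for their high shares of single-list peaks, and the lower share of exact distances in ARF10 with ARF16 had been seen over all shared peaks before the strongest were tested.

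The 2 branches of 7 lists are not explained by list size. With every list reduced to its 7520 strongest peaks, all 14 lists stayed on their branch. The use of one GST-HALO library as background for all calls could add shared peaks where the control has gaps. The shares ran from 16.5% to 98.2%, but they also depend on list length. With equal list sizes, where all denominators are the same, they ran from 8.11% to 83.3%. An effect of the control that is equal in all lists thus cannot be the whole reason that lists share peaks. How much the control contributes, or whether it acts unequally on the lists, is not measured by this. The study describes regions with peaks in all samples and in the control, and, unless they were removed before deposit, such regions can be among the 542 sites of all 14 ARFs. A difference between the ARF proteins was not tested here. The labels do not group the ARFs. The study places 7 of them in clade A and 7 in clade B, and reports that its samples clustered by clade. It also reports different enriched motifs and TGTC spacing for these clades, and models of each ARF that told the clades apart. These results of the study speak for a difference between the proteins. That grouping was not used here.

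Some peaks seen in no other list may be sites near the calling limit that other libraries missed. In ARF34 the share of peaks seen in no other list was 4.48% in the strongest quintile, against 56.3% in the weakest. In ARF7 it was 5.99% against 45.1%. The ARF34 share was still 35.1% in the middle quintile and 18.8% in the next stronger one. Weak sites bound by a single ARF would show the same fall, so the quintiles cannot tell these explanations apart. A count of peaks specific to one ARF may depend on how far the other lists reach. The remaining single-list peaks in the strongest quintile of ARF34 and ARF7 exceed those of the next lists, which were 1.25% in ARF35 and 0.942% in ARF4. They are where binding specific to one ARF could be looked for, but another library of these ARFs would be needed. A q filter thins the partner lists too, and it did not isolate them. With a −log10 q of at least 10, ARF34 shared 65.6% of its peaks and ARF7 74.8%. Equal list sizes set these lists apart, with 85.9% in ARF34 and 70.2% in ARF7. The low share of ARF34 thus goes with its length, and that of ARF7 stays low when its length equals that of the others. Equal list sizes shorten the partner lists too, so some ARF7 peaks can lose their match there. Against the full lists, only 5.99% of the strongest ARF7 quintile was unmatched. When counting peaks specific to groups within a clade, the paper's methods treat ARF7 as standing alone. Whether the lack of a close relative among the lists lowers the ARF7 share was not tested.

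The exact distances between summits had the same direction in separate pairs of lists. A candidate explanation is that GEM anchors each summit on a fixed base of its k-mers, so that the same motif copy is marked at slightly different bases in different lists, to the left or right depending on the strand. If so, the directions in separate pairs of lists must keep a fixed relation at the same site, either always the same or always opposite. Between ARF29 with ARF4 (4 bp apart) and ARF16 with ARF34 (1 bp apart), 98.9% of 4210 sites (98.5 to 99.1%) had the same direction, where unrelated directions would give 50%. Between ARF13 with ARF10 (1 bp) and ARF14 with ARF25 (5 bp), it was 96.9% of 4701 sites (96.3 to 97.3%). This suggests that the offsets follow a stranded sequence match and carry the strand of the motif copy, which the peak lists leave blank. A difference in how the proteins sit on the same motif copy would also keep one direction per strand and was not told from the anchoring by the caller.

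The share of peaks at the exact distance differed widely between pairs. In the strongest quintile of the ARF13 list, 91.3% of the peaks shared with ARF10 (90.3 to 92.2%) sat at the exact distance of that pair. In the strongest quintile of the ARF10 list, 32.6% of the peaks shared with ARF16 (30.7 to 34.5%) sat at theirs, and 70.1% were within 20 bp, against 98.4% in ARF13 with ARF10. For ARF13 with ARF16 the share at the exact distance was 53.0% (50.05 to 55.8%), and for ARF18 with ARF10 it was 10.8% (8.90 to 12.98%). Low shares were not particular to such pairs. Among the strongest quintile of ARF7 peaks, 25.5% of those shared with ARF14 (24.3 to 26.6%) and 29.6% of those shared with ARF25 (28.3 to 30.9%) sat at the exact distance, although these lists lie on one branch. Among the strongest ARF4 peaks shared with ARF7, on the other branch, it was 46.1% (43.7 to 48.7%). These ARF7 pairs were chosen after the share in ARF10 with ARF16 was seen. Peaks of ARF10 and ARF16 that rest on different motif copies, and k-mers that GEM learned differently in each list, cannot be told apart by this measure, because either lowers the share. Counting TGTC copies under the peaks was not done here.

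Peaks of ARF10 and ARF16 that do not overlap still lay near each other more often than chance. Of the ARF10 peaks more than 200 bp from any ARF16 peak, 5.75% (5.46 to 6.05%) had an ARF16 peak within 1 kb. After a move of the list by 30 kb the share was 2.87% (2.67 to 3.09%), and after moves of 30 kb the other way or of 1 Mb it stayed between 2.84% and 3.06%. For ARF16 peaks near ARF10 peaks, it was 6.23% (5.97 to 6.50%), against 2.54% to 2.75% in the moved lists. Peak density on the scale of 30 kb or more does not account for the excess. Whether both lists favour the short low-copy stretches around genes, where reads map uniquely, remains open.

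Close peaks within a list had preferred distances in a few lists. In ARF7, 236 of the 1269 pairs of neighbouring peaks that overlapped (18.6%) were 47 or 48 bp apart. They were spread over all 10 chromosomes, with at most 42 on any one, and 99.2% of them lay near an ARF14 peak. In ARF25, 130 of 1222 (10.6%) were 28 or 29 bp apart, and in ARF13, 15 of 139 (10.8%) were 48 or 49 bp apart. In ARF14, 113 of 970 such pairs were less than 20 bp apart, of which 42 were at 1 or 2 bp. In ARF39, 19 of 133 were less than 20 bp apart, of which 8 were at 1 or 2 bp. A few peaks of these lists are thus near-duplicates of each other. These distances were singled out after their values were seen, and no explanation was tested.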
